# Illuminating photoreceptors: TGFβ signaling modulates the severeness of retinal degeneration

**DOI:** 10.1038/s41420-025-02685-5

**Published:** 2025-08-15

**Authors:** Aaron Schroers, Andreas Neueder, Isabel Massoudy, Andrea E. Dillinger, Süleyman Ergün, Barbara M. Braunger, Anja Schlecht

**Keywords:** Visual system, Transcriptomics, Cell death

## Abstract

In various ocular diseases, retinal degeneration (RD) is a clinical symptom that can lead to irreversible vision loss. These diseases include age-related macular degeneration (AMD) and retinitis pigmentosa (RP). Retinal degeneration describes a process during which the retina deteriorates due to the gradual death of photoreceptor cells. Although extensive research has been pursued to identify the underlying pathomechanisms, the precise molecular mechanisms that leads to photoreceptor death remains unclear. In this study, we combined the mouse model of light-induced photoreceptor degeneration with single-cell RNA sequencing to decipher the transcriptional response of degenerating photoreceptor cells. We additionally performed pseudotime analysis of gene expression changes for both the control and light-damaged photoreceptor clusters to analyze the extent of degeneration following a virtual trajectory of severeness. We found a transcriptional heterogeneity of rod photoreceptors in both control and degenerative conditions, and mapped several rod clusters which strongly differ in their transcriptional profile. We defined one of these clusters as the predominant disease-associated rod cluster, containing the most severely damaged rod cells. Pseudotime analysis demonstrated a strong regulation of TGFβ signaling and the RNA-induced silencing complex (RISC) in light-damaged photoreceptors suggesting a pivotal role of these mediators in retinal degeneration.

## Introduction

Millions of people are affected by visual impairment, which strongly impairs many aspects of life, including mobility, independence and mental health [1]. In various ocular diseases, retinal degeneration (RD) is a clinical symptom that can lead to irreversible vision loss. These diseases include age-related macular degeneration (AMD) and retinitis pigmentosa (RP) [2–4]. Retinal degeneration describes a process during which the retina deteriorates due to the gradual death of photoreceptor cells and degeneration of the retinal pigment epithelium (RPE) [5–7]. Although extensive research has been pursued to identify the underlying pathomechanisms, the precise molecular mechanisms that leads to photoreceptor death remains unclear.

To mimic photoreceptor degeneration in mice, several methods including genetic and experimental models have been established and are frequently used. Genetic models are usually characterized by gradual photoreceptor degeneration, with weeks up to months until full percentage of the degeneration is present. As a result, only a small number of cells are at the same stage of degeneration at any given point. This staggered progression hampers the analysis of molecular mechanisms in depth [8, 9].

As an acute model of photoreceptor degeneration, light damage is frequently used and well-established animal model [8]. Exposure to bright, white light simultaneously induces broad and synchronized photoreceptor cell death, which is ideal for investigating the underlying molecular mechanisms in diseases such as RP or AMD [8, 10].

To unravel the molecular mechanism of retinal degeneration, we combined the model of light-induced photoreceptor cell death and single-cell RNA sequencing. Using this approach, we were able to induce a transcriptional response in photoreceptors following light damage and resolve the response by each retinal cell type, in particular in photoreceptor cells, the primary impacted cells. Our data demonstrate that different rod populations with different levels of damage response exist. We propose that these photoreceptor subtypes represent different stages of retinal degeneration. Using pseudotime analysis, we defined distinct gene expression cluster and found that light induced photoreceptor degeneration leads to an altered regulation of TGFβ signaling, highlighting the importance of this signaling pathway for retinal homeostasis and maintenance.

## Results

### Single-cell RNA sequencing identifies distinct populations of photoreceptors

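Retinae were taken from control mice kept in the dark for 18 h and from mice that, after 18 h in the dark, received 30 min of white light at 5000 lux and then recovered for 6 h. Retinae of 3 to 5 mice were pooled for each condition, and each pool gave 1 single-cell library. With 1 library per condition there are no replicates, so no p-value is given. Every interval is a 95% interval of counting error that leaves out the spread between mice and between libraries. Intervals of UMIs also take each UMI as independent, so they leave out the spread between droplets of a class. The authors' files hold, for every barcode, the number of unique molecular identifiers (UMIs) of each gene, split into spliced, unspliced and ambiguous UMIs by alevin-fry, without normalization and before any filter on droplets. The control library held 30605284 UMIs over 542576 barcodes, of which 18.7% were unspliced, and the light damage library held 54413601 UMIs over 944146 barcodes, of which 32.7% were unspliced. Of the 32285 genes, 32235 were named from the GENCODE annotation of GRCm38. Values of genes use the sum of spliced and ambiguous UMIs, and the paper's text does not name the sum it used. Droplets were kept with at least as many UMIs as the inflection point of the barcode rank curve (1464 in the control and 1614 in the light damage library) and with under 10% mitochondrial UMIs. Doublet scores were then used to leave out 114 control and 276 light damage droplets, 0.8% per 1000 droplets. The kept droplets numbered 3669 in the control library and 5593 in the light damage library. Leaving out droplets under 1000 UMIs in place of the inflection point moved these numbers most, to 4978 and 6345 droplets.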

To study the transcriptome of individual cells during early phase of photoreceptor degeneration, we collected retinae from dark-adapted (controls) and light-exposed mice for single cell RNA sequencing analyses (Fig. 1). Prior to RNA sequencing we confirmed the successful induction of light induced photoreceptor degeneration using TUNEL assay as provided in Fig. 2. For details about the single cell isolation and sequencing procedures please see the methods section. Briefly, we isolated whole cells from control and light-damaged retinae, which allowed us to study the whole cellular transcriptome. Cells were barcoded using the 10x Genomics v3.1 chemistry and sequenced on a Illumina NovaSeq 6000. Using a state-of-the-art bioinformatics pipeline combining the Alevin-Fry and Seurat frameworks together with a machine-learning-based cell clustering algorithm allowed us to identify 11 different cell types (Fig. 1A). 

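The kept droplets of both libraries were clustered together without integration, on 2000 variable genes, 50 principal components and a graph of 15 nearest neighbours, which gave 14 clusters. Names were then rebuilt from the marker genes that the paper shows in Fig. 1C and, among rods, from genes of its cluster comparisons (Supplementary Tables 1 and 4) that the text does not report. The paper's own assignment of cells to clusters was not used here, so each class is called by the cluster it resembles, such as cluster 4-like rods. Rods rich in RNA of ribosomal proteins were called cluster 1-like in the control and cluster 2-like in the light damage library. Rods rich in RNA of splicing genes were called cluster 3-like in the control and cluster 4-like in the light damage library, and 1 cluster of rods was named cluster 5-like. The score limits that turn marker levels into names were set after the scores had been seen. For each comparison, UMIs were summed over the droplets of a class and library and divided by the total of the group to give CPM. The log2 ratio of the median gene was 0.17 between cluster 2-like and 1-like rods, 0.09 between cluster 4-like and 3-like rods, 0.21 between cluster 5-like and 4-like rods and -0.11 between the retinal pigment epithelium (RPE)-like droplets of the light damage and the control library. Between the classes of 1 library it was 0.46 from cluster 2-like to 4-like rods and 0.46 from cluster 1-like to 3-like rods. A change relative to the median gene is the log2 ratio less this shift, and it is given beside the main values.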

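Mixing of the libraries was measured as the share of a droplet's 5 nearest neighbours that came from its own library, with 20 droplets drawn per library and class in each of 200 draws. Complete mixing gives about 50%. This share was 75.8% for RPE-like droplets, 81.3% for cone-like, 86.5% for microglia-like and 91.6% for Müller-like droplets. Bipolar- and amacrine-like droplets were too few in the light damage library for a value. The Müller-like share moved most when droplets with an estimated share of free RNA of at least 50% were left out, to 99.95%. These shares include every difference between the libraries, among them sex-linked RNA, and without Xist, Tsix and the Y-linked genes in the embedding the shares were 75.8% for RPE-like and 80.2% for cone-like droplets.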

Cell types overlapped largely for control and light-damaged retinae, with the exception of rods, which showed distinct clusters (Fig. 1B, e.g., rod cluster 1 and 2). The expression of known marker genes [4, 11–13] for each cluster demonstrated correct assignment of cell types and very good separation of cell types (Fig. 1C). The expression levels of an extended list of marker genes across the clusters is shown in Supplementary Fig. 1. In summary, we identified 5 distinct rod clusters and one cluster each for cones, muller cells, microglia, retinal pigmented epithelial cells and cells expressing markers for both, amacrine and bipolar cells.

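Of the 14 clusters, 13 could be named. Rods made up 6 clusters, of which 2 were named cluster 1/2-like, 3 cluster 3/4-like and 1 cluster 5-like. Over both libraries the RPE-like cluster held 453 droplets, the cone-like cluster 281, the microglia-like cluster 74, the bipolar- and amacrine-like cluster 62 and a cluster of red blood cells 17, while 2 clusters were Müller-like with 116 and 26 droplets. Among the genes of the largest fold against all other droplets were Ttr, Rgr and Rpe65 for the RPE-like cluster, Opn1sw, Pde6h and Arr3 for the cone-like cluster and Ctss, C1qa and C1qb for the microglia-like cluster, all of which had been used to name them. The last cluster, with 100 droplets, was led by ribosomal RNA-like and mitochondrial genes and stayed unnamed.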

**Fig. 1:**
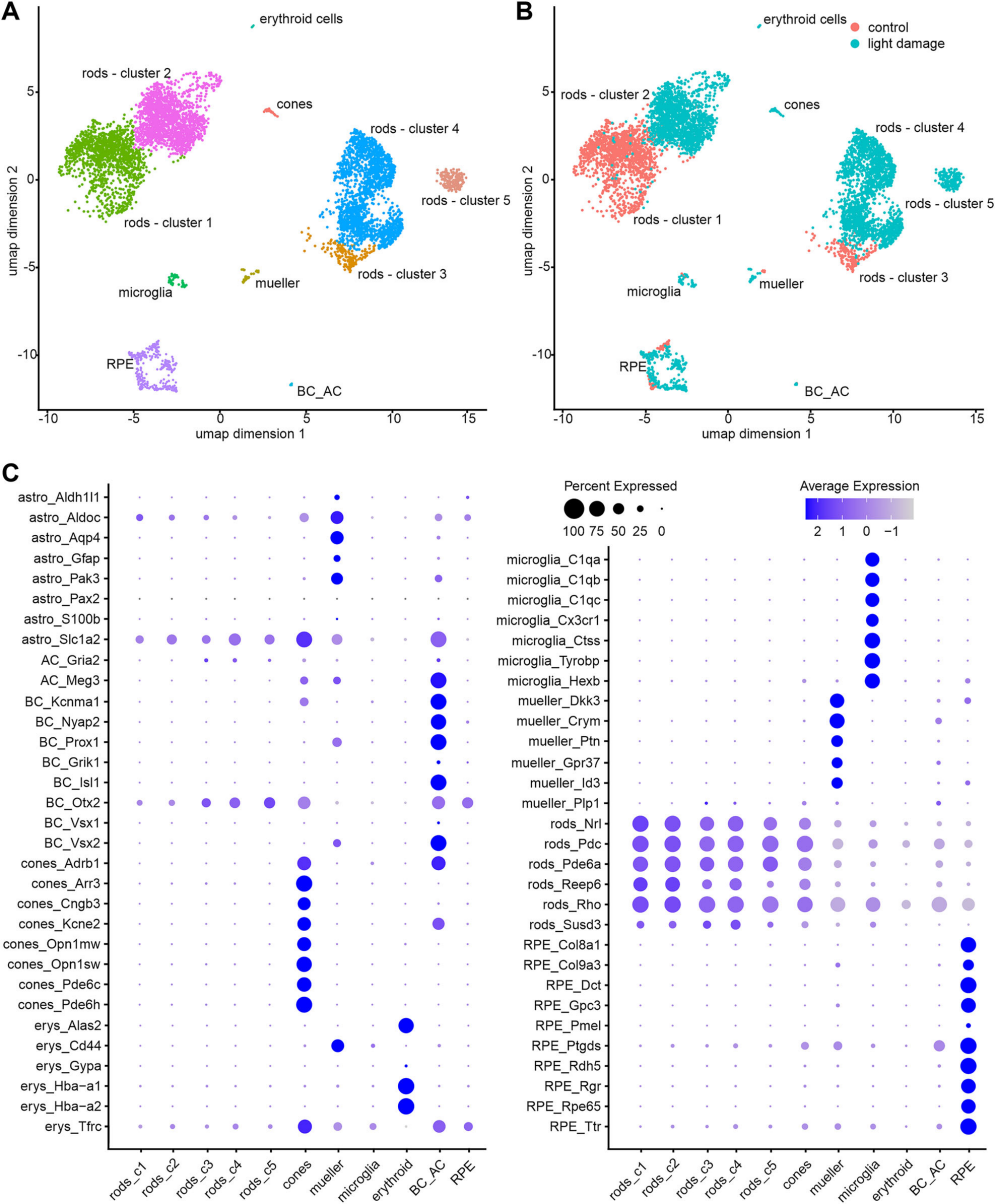
Single-cell RNAseq of control and light damaged retinae. **A**. Single-cell RNA expression data were used to cluster cells and assign cell types as described in the methods section. Uniform manifold approximation and projection (umap) dimensions 1 and 2 for each cell type are shown. **B**. Light damage led to a distinct separation of the rod clusters in comparison to control conditions (see rod—cluster 1 and 2 and rod cluster 4 and 5). In addition, a new rod cluster was evident under light damage conditions (rod cluster 5). **C** Expression of cell-type markers (columns) vs. identified clusters (rows) as shown in (**A**). The percentage of cells in each cluster is represented by the size of the circle and average expression level by color depth.

**Fig. 2:**
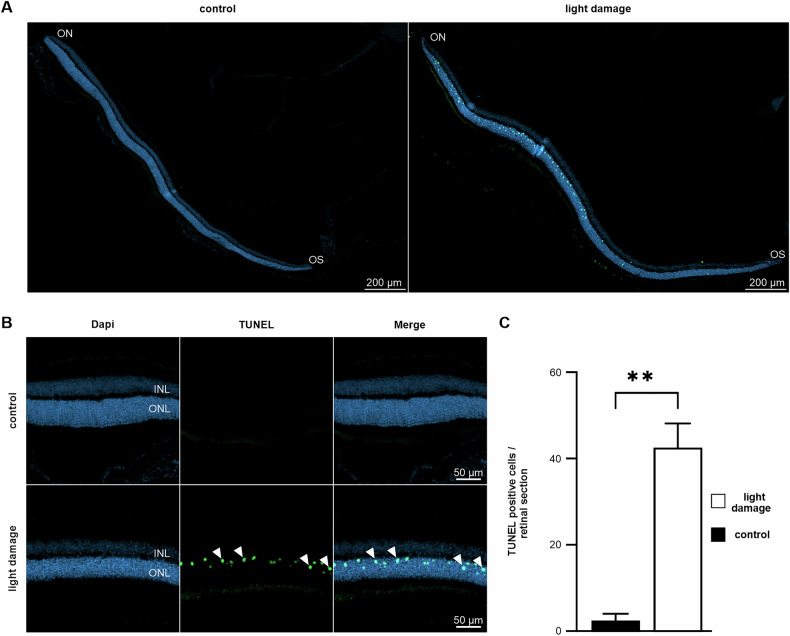
Cell death following light-induced photoreceptor degeneration. Mid-horizontal sections of TdT-mediated dUTP-biotin nick end (TUNEL)-labeled (green, arrowheads) control and 6 h following light damage retinae (**A**). Detailed magnification (**B**) Cell nuclei were stained with DAPI (blue). **C** Total number of TUNEL-positive cells per section stretching through the optic nerve head (control *n* = 2 mean: 2.5 ± 1.5 (SEM); light damage *n* = 5 mean: 42.6 ± 5.5 (SEM); *P* = 0.0075; *t*-test. OS ora serrata, ON optic nerve, INL inner nuclear layer, ONL outer nuclear layer.

As mentioned above, most clusters contained cells from retinae of mice with and without light damage. However, we identified clusters of rods that almost exclusively contained cells with light damage (rod cluster 2, 96.9%; rod cluster 4, 99.1%; rod cluster 5, 100%), as well as clusters that predominantly contained control cells (rod cluster 1, 97.7% and rod cluster 3, 94.3%) (Fig. 1A, B), strongly suggesting that control and light-damaged rods differ in their transcriptional profile and distinct populations of rods with different levels of stress response exist, in particular in the light damaged retina (Fig. 1B).

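The share of a rod's nearest neighbours from its own library was 70.9% over all rods, 63.5% for cluster 1/2-like and 75.5% for cluster 3/4-like rods. The number of droplets per cluster was not compared between the libraries, since the clusters are partly defined by the response. With UMIs per droplet and the mitochondrial share regressed out, as the covariates of the paper's clustering, the share over all rods moved most, to 57.1%, and that of cluster 3/4-like rods fell to 57.3%. Leaving the sex-linked genes out of the embedding gave 69.3% over all rods.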

### Gene ontology enrichment analysis of light damage-affected cell populations

Since photoreceptor degeneration is the primary event happening during light-induced damage, we specifically focused on treatment effects on rod clusters and on the retinal pigmented epithelium as a supporting cell population. Umap dimensions suggested that rod clusters 1 and 2, as well as 3 and 4 formed related pairs of control and light damaged rod sub-populations. Rod cluster 5 was specific to light damage (Fig. 1B). Therefore, we compared rod cluster 1 (control) with its neighboring rod cluster 2 (light damage) and found 403 differentially expressed genes (DEG, Benjamini-Hochberg adjusted *P*adj-value < 10^-6^, Supplementary Table 1), with phosphodiesterase 6 G (*Pde6g)* being the most dysregulated gene (adj. p: 9.05E-232). 

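Pde6g (ENSMUSG00000025386, chromosome 11 from 120447605 to 120453500, GRCm38) was compared between cluster 2-like and cluster 1-like rods. It had 55158 UMIs in the 1806 cluster 2-like droplets, 8883 CPM (8809 to 8957), and 106458 UMIs in the 2456 cluster 1-like droplets, 13954 CPM (13870.4 to 14038). The log2 ratio of light damage to control was -0.65 (-0.67 to -0.64), or -0.82 relative to the median gene, which was the alternative that moved it most. In order of the interval's end nearest 0, among genes with at least 100 UMIs in both classes together, the 3 genes with the largest rise were Cebpd with a log2 ratio of 5.37 (4.79 to 6.02), Mt2 with 4.93 (3.98 to 6.08) and Fos with 4.57 (3.91 to 5.32). The 3 with the largest fall were Xist, Hist3h2ba and Gstp1. Xist had 128 UMIs in cluster 1-like and 0 in cluster 2-like rods, at least 34.7-fold lower, and it differs between the pools with the sex of the mice. The log2 ratio was -2.18 (-2.42 to -1.94) for Hist3h2ba and -2.10 (-2.25 to -1.94) for Gstp1. Stat3 rose from 11.9 to 107 CPM, a log2 ratio of 3.17 (2.85 to 3.50). The log2 ratio of Jun in this comparison was 1.32 (1.08 to 1.57).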

*Pde6g* is known to be an early-phase-regulated gene during photoreceptor degeneration [4]. To further determine which biological processes the DEG contribute to, we performed a functional gene ontology (GO) cluster analysis (Fig. 3A). Among the resulting top five GO terms were cytoplasmic translation (GO:0002181), mitochondrial electron transport (GO:0006123), oxidative stress induced apoptotic signaling pathway (GO:1903376) and enhanced p53 mediated signaling (GO:1903376). All of them suggesting the induction of an early stress response and beginning apoptosis [14–19]. 

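Gene Ontology sets were not used here. In their place, lists of genes were written before the data were examined, and each list's median log2 ratio was set beside 10000 random lists of the same size and expression. This percentile only describes these 2 libraries. Between cluster 2-like and 1-like rods, 76 of 81 ribosomal protein genes were lower, with a median log2 ratio of -0.35 (-0.36 to -0.33) at percentile 0. Of 37 nuclear genes of complex I, 34 were lower, with a median of -0.30 (-0.34 to -0.28) at percentile 0. Centring on the median gene moved both most, to -0.51 and -0.47. The 13 genes of the mitochondrial genome had a median of -0.07 (-0.10 to -0.05), and 0.02 with a limit of 5% on mitochondrial UMIs. Among 6 p53 genes, 3 were higher and 3 lower, with a median of 0.05 (-0.07 to 0.28) at percentile 23.6, and -0.12 relative to the median gene. Of 6 apoptosis genes, 5 were higher, with a median of 0.60 (0.27 to 0.85) at percentile 96.6, and 0.43 relative to the median gene. The p53 and apoptosis genes are few and low, so a change of a single gene can move either median.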

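Of the 3187 control rods, 2456 were cluster 1-like, a share of 77.1% (95% exact binomial interval 75.6 to 78.5%). Another 728 were cluster 3-like, 22.8% (21.4 to 24.3%), and 3 fell into the cluster 5-like class. The rod classes differed in the share of unspliced UMIs, which hold intron sequence. It was 5.60% in cluster 1-like and 51.1% in cluster 3-like rods of the control library, and 5.73% in cluster 2-like and 51.5% in cluster 4-like rods of the light damage library. The 95% exact binomial interval was 51.0 to 51.1% for cluster 3-like rods, the widest of the 4, and it leaves out the spread between droplets. The cluster 3-like share moved most when droplets of high ambient share were left out, to 60.6%. Mitochondrial UMIs made up 3.58% of UMIs in cluster 1-like, 1.01% in cluster 3-like, 3.29% in cluster 2-like and 0.487% in cluster 4-like rods. In the control library 129 rods (4.05%) had 20 to 30% unspliced UMIs, and in the light damage library 57 rods (1.15%).

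**Figure D1:**
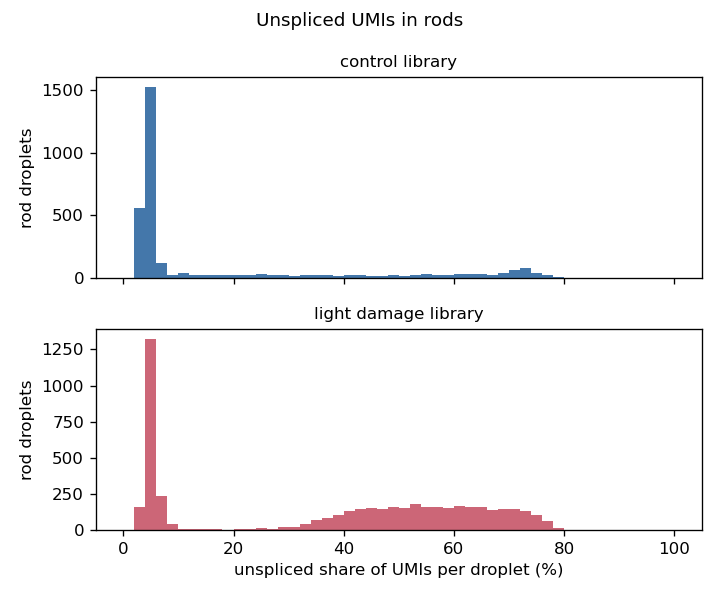
Rod droplets (y axis, number) by their share of unspliced UMIs (x axis, percent, in steps of 2) for the control and the light damage library. Both libraries show a narrow peak at a low unspliced share, followed in the light damage library by a separate broad peak and in the control library by a thin spread of rods that rises slightly near its upper end.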

Consistently, rod cluster 1 contained the majority of undamaged rod cells (control) and only few control rod cells (cluster 3) were shifted towards the other large clusters of damaged rods (clusters 4 and 5) (Fig. 1B).

**Fig. 3:**
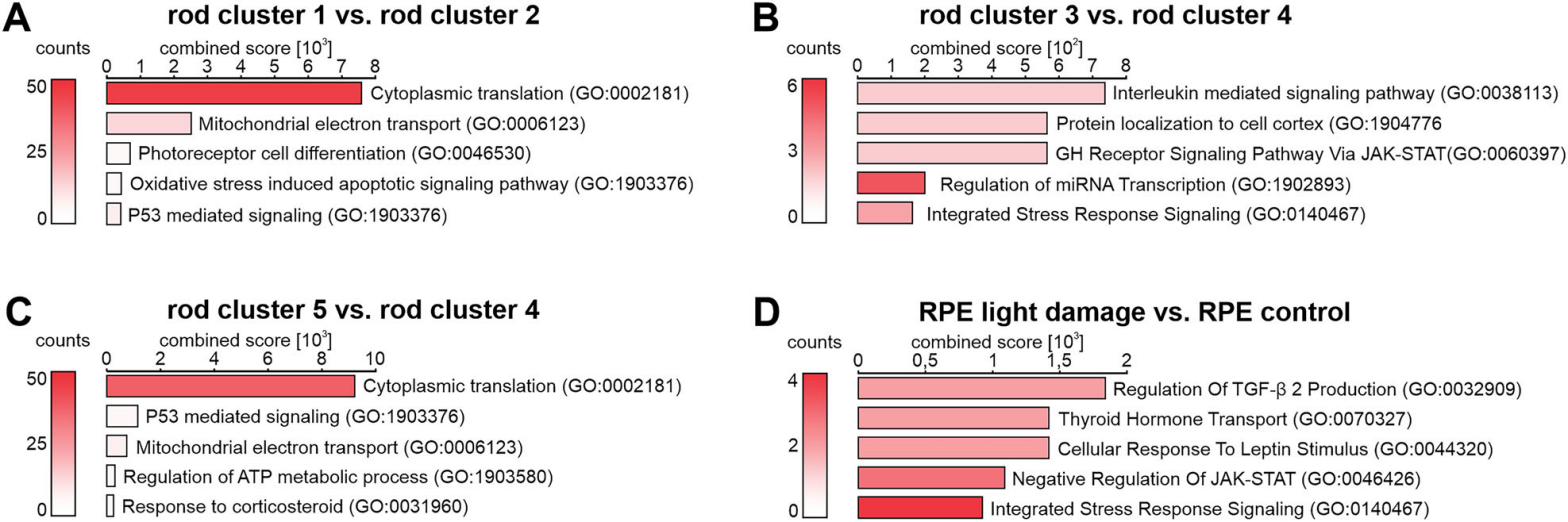
Gene Ontology enrichment analysis of UMAP cluster comparisons. Inter-cluster comparisons between rod cluster 1 and 2 (**A**), rod cluster 3 and 4 (**B**) and rod cluster 5 and 4 (**C**). **D** Gene Ontology enrichment analysis of RPE cells from the light-damaged retinae and controls. For details regarding GO enrichment analysis, see “Methods” section. The number of genes found for each GO term is represented by the color of the graphs.

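Cluster 4-like rods (2897 droplets with a median of 6460 UMIs) were compared with cluster 3-like rods (728 droplets with a median of 4064.5 UMIs). Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) had 4233 UMIs in cluster 4-like rods, 390.0 CPM (378 to 402), and 98 in cluster 3-like rods, 44.4 CPM (36.0 to 54.1). Its log2 ratio was 3.14 (2.85 to 3.44), and leaving out droplets of high ambient share moved it most, to 2.64. By the rule of size, the 3 genes with the largest rise were Hba-a1, Hbb-bs and Fos. Hba-a1 had 2761 and 2 UMIs, a log2 ratio of 8.13 (6.28 to 11.18), but a single cluster 4-like droplet held 2578 of its UMIs. Hbb-bs, the other hemoglobin gene, had a log2 ratio of 6.34 (5.46 to 7.41), and with droplets of high ambient share left out Hbb-bs became 1.22 and Hba-a1 3.45. The log2 ratio of Fos was 5.59 (4.78 to 6.54), that of Jun 4.81 (4.49 to 5.14), and the median of 7 AP-1 and early response genes 4.39 (4.13 to 4.80) at percentile 100. The 3 genes with the largest fall were Xist, with 3594 UMIs in cluster 3-like and 2 in cluster 4-like rods (log2 ratio -13.11, -16.16 to -11.26), Tsix with 1204 and 2 UMIs (log2 ratio -11.53, -14.58 to -9.68) and Col4a3 with a log2 ratio of -2.61 (-2.88 to -2.33). Xist and Tsix are transcribed from the X inactivation center of females and follow the sex of the pooled mice. Pde6g had a log2 ratio of -1.03 here, and of -0.37 at a Leiden resolution of 2.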

Next, we compared rod cluster 3 (control) to its neighboring rod cluster 4 (light damage) (Figs. 1A and 3B) and identified 107 DEGs (*P*adj < 10^−6^, Supplementary Table 1). These genes contributed to processes such as Interleukin mediated signaling pathway (GO:0038113), growth hormone receptor signaling via JAK-STAT (GO:0060397) and integrated stress response (GO:0140467). Both, interleukin signaling, as well as JAK-STAT pathway are known to be implicated in late stages of photoreceptor degeneration and/or retinal degeneration [20–23].

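Between cluster 4-like and 3-like rods, 8 of 9 JAK-STAT genes were higher, with a median log2 ratio of 1.97 (1.68 to 2.32) at percentile 100. The median was 1.98 with genes at 0 set to their bound, and the sum that includes unspliced UMIs moved it most, to 0.80. Socs3 had 245 UMIs in cluster 4-like and 0 in cluster 3-like rods, at least 16.6-fold higher. The log2 ratio was 1.98 (1.66 to 2.31) for Il6st, 1.06 (0.87 to 1.26) for Lifr and -0.26 (-0.44 to -0.07) for Jak1. All 5 integrated stress response genes with enough UMIs were higher, with a median of 1.20 at percentile 99.9. Atf3 had a log2 ratio of 2.10 (1.64 to 2.60), Atf4 one of 1.20 (1.09 to 1.31) and Ppp1r15a one of 1.97 (1.48 to 2.50). Ribosomal protein genes had a median of -0.78 (-0.81 to -0.75), with 79 of 81 lower, and this became -0.15 with droplets of high ambient share left out. Interleukin genes as a list were not analysed here.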

Finally, we analyzed the isolated cluster of rods (cluster 5), which appeared separately from rod clusters 1–4 in the UMAP analysis. This cluster consisted exclusively of light-damaged photoreceptors and clearly separated from the other light-damaged rod populations 2 and 4 in UMAP dimension 1 (Fig. 1A, B). 

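The 243 cluster 5-like rods of the light damage library (median 4570 UMIs) were compared with its 2897 cluster 4-like rods. Both classes come from 1 library and were separated on the same genes, so a difference between them is partly what defines them. Malat1 (ENSMUSG00000092341, chromosome 19 from 5795690 to 5802672) had 90126 CPM (89296 to 90962) in cluster 5-like and 48715 CPM (48584 to 48847) in cluster 4-like rods, a log2 ratio of 0.89 (0.87 to 0.90), or 0.68 relative to the median gene. Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) had 813 UMIs, 1626 CPM (1516 to 1742), and 4428 UMIs, 408 CPM (396 to 420.1), a log2 ratio of 1.99 (1.89 to 2.10), or 1.79 relative to the median gene. Leaving out droplets of high ambient share moved both most, to 0.37 for Malat1 and 1.40 for Egr1. This setting kept 5525 of the 5593 light damage droplets and clustered and named them again. Its cluster 5-like class is thus a rebuilt one, and any shift under it may come from that as well as from free RNA. Unc13b had a log2 ratio of 1.36 (1.23 to 1.49), Cst3 one of -1.94 (-2.15 to -1.73) and H3f3a one of -1.64 (-1.84 to -1.45). Leaving out droplets of high ambient share moved Cst3 and H3f3a most, to -1.01 and -0.67, and including unspliced UMIs moved Unc13b most, to 0.66. By the rule of size, the 3 genes with the largest rise were Amy1 (3.14), Fndc1 (2.85) and Utp14b (2.76), and Amy1 was -0.25 when unspliced UMIs were included. The 3 with the largest fall were Hbb-bs (-6.52, -9.57 to -4.67, 2 UMIs in cluster 5-like rods), Cish (-4.47, -7.52 to -2.61, 2 UMIs) and Hba-a1 (-3.82, -4.95 to -2.89). A single cluster 4-like droplet held 3857 of the 3994 Hbb-bs UMIs, and a single droplet held 2578 of the 2761 Hba-a1 UMIs. The ratios of these hemoglobin genes turned to 0.11 and 0.35, and that of Cish moved to -1.59, with droplets of high ambient share left out. No cluster was named 5-like with a minimum of 1000 UMIs, a limit of 5% on mitochondrial UMIs, or UMIs and mitochondrial share regressed out.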

The top 5 significantly regulated factors in rod cluster 5 were *Malat1, Egr1, Cst3, Unc13b, H3f3a* (Supplementary Table 2). To identify the transcriptional changes, which were responsible for the further shift of these rod cells as compared to the already well-affected population in rod cluster 4, we compared rod cluster 5 with rod cluster 4. Corroborating the implied trajectory of increased damage, we found clear evidence of induction of apoptosis, stress response and alterations in the regulation of energy supply (Fig. 3C, Supplementary Table 1).

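Among 7 apoptosis genes, 3 were higher and 4 lower in cluster 5-like than in cluster 4-like rods, with a median log2 ratio of -0.32 (-0.76 to 0.30) at percentile 32.2. The 8 p53 genes had a median of -0.62 (-1.23 to -0.19), -0.45 with genes at 0 set to their bound, and it turned to 0.09 with droplets of high ambient share left out. Intervals of such lists of few and low genes may be too narrow in this comparison, as that of the JAK-STAT list was in simulations. The integrated stress response genes had a median of -0.04 (-0.62 to 0.21), with 1 of 5 higher. The AP-1 and early response genes had a median of -0.55 (-1.07 to -0.09) at percentile 2.64, or 0.14 with unspliced UMIs included. Within that list Fos had a log2 ratio of 1.29 (1.12 to 1.46) and Jun one of -1.33 (-1.54 to -1.13). Fos moved most to 0.85 with unspliced UMIs included, and Jun to -0.84 with droplets of high ambient share left out. Stat3 was lower in cluster 5-like rods, at 106 CPM, with a log2 ratio of -1.88 (-2.30 to -1.49), or -0.96 with droplets of high ambient share left out. Of 37 nuclear genes of complex I, 36 were lower, with a median of -1.19 (-1.35 to -1.01) at percentile 0, and leaving out droplets of high ambient share moved it most, to -0.29. The mitochondrial genome's genes had a median of -0.07 (-0.12 to 0.06), and 0.55 with droplets of high ambient share left out. The unspliced share of UMIs was 56.6% in cluster 5-like rods (56.6 to 56.7%), above that of cluster 4-like rods, but 51.5% against 52.2% under the same filter.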

The retinal pigment epithelium is a neighboring and supporting cell population to the rods but also functionally involved in processes such as the visual cycle. To analyze whether the RPE responds cell-autonomously to light-induced photoreceptor damage, we compared the control cells within the RPE cell cluster with those from light-damaged retinae (Fig. 1A, B). 

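The RPE-like cluster held 160 control droplets (median 2623.5 UMIs) and 293 light damage droplets (median 5983 UMIs). In each library, the share of free RNA in these droplets was estimated from 6 rod genes as 8.99% in the control and 4.39% in the light damage library. By the rule of size, the 3 genes with the largest rise were Serpina3n, Ptx3 and Lcn2, each with 0 UMIs among 696031 in control RPE-like droplets, which allows up to 4.31 CPM. Serpina3n had 1833 UMIs in the light damage library, 781 CPM (746 to 818), at least 181-fold higher. Ptx3 had 1013 UMIs and was at least 100.1-fold higher, and Lcn2 had 760 UMIs and was at least 75.1-fold higher. The AP-1 and early response genes rose from 4 to 630 UMIs for Fos (log2 ratio 5.55, 4.18 to 7.43), from 3 to 427 for Jun (5.40, 3.84 to 7.68) and from 3 to 633 for Junb (5.97, 4.41 to 8.25). In all, the 7 genes of the list had 3491 UMIs in the light damage droplets, of which free RNA would bring 186 at its estimated share. The 3 genes with the largest fall were Insig1 (-2.80, -3.36 to -2.27) and the rod genes Pde6g (-2.29, -2.45 to -2.14) and Gngt1 (-1.93, -2.04 to -1.82), which are 2 of the genes that set the estimate of free RNA. With the expected free RNA subtracted, the log2 ratio of Pde6g was -5.31.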

Dysregulation analysis showed 38 DEGs (Supplementary Table 1) and several affected pathways by gene ontology analysis (Fig. 3D). 

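Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) had 26 UMIs in control RPE-like droplets, 37.4 CPM (24.4 to 54.7), and 101 UMIs in light damage RPE-like droplets, 43.0 CPM (35.1 to 52.3). Its log2 ratio was 0.20 (-0.43 to 0.89), so no difference was detectable at this depth, and it was 0.31 relative to the median gene. The minimum of 1000 UMIs per droplet moved it most, to 0.39. Tgfb1 had 0 UMIs in the control and 10 in the light damage library, and with the control set to 3 UMIs their log2 ratio was -0.02. Among 12 TGF-β genes with enough UMIs, 7 were higher and 5 lower, with a median log2 ratio of 0.14 (-0.36 to 0.39) at percentile 56.0 and 0.05 with the gene at 0 set to its bound. Skil rose with a log2 ratio of 1.76, while Tgfbr3 fell with -0.54 (-0.85 to -0.23) and Tgfbr2, with 13 UMIs in each library, with -1.75 (-2.98 to -0.53). The Gene Ontology term for TGF-β 2 production also holds regulators of Tgfb2, which were not analysed here.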

The top dysregulated pathway following light damage was regulation of TGF-β 2 production (Fig. 3D), thus supporting the concept that TGFβ signaling is involved in photoreceptor maintenance and survival [24–26].

### Pseudotime analysis

As described above, the UMAP analysis demonstrated that different rod populations exist under both control and light damage conditions. Since the gene ontology analysis indicated that these might represent different stages of degeneration, we performed a pseudotime analysis of gene expression changes for both the control and light damage clusters to analyze the extent of degeneration following a virtual trajectory of severeness. We used the slingshot package, to create one-dimensional trajectories and to link cells across various stages, also known as “pseudotime.” Slingshot trajectories were computed across rod clusters 1 and 3 for the control condition and rod clusters 2, 4 and 5 for the light damage condition (Fig. 4A, B). In the next step, we defined genes whose expression profile most closely follows the slingshot trajectory. To model the associations between gene expression and pseudotime, a general additive model (GAM) using a negative binomial noise distribution was fitted. After calculating statistically significant gene expression differences, we only considered genes that had an adjusted *P*-value of 0 and therefore statistically perfectly followed the pseudotime for further analysis. This resulted in 526 genes for the control condition and 3317 genes for the light damage condition, which were significantly associated with pseudotime across the rod clusters (Supplementary Table 3). These genes were subsequently clustered by an unsupervised clustering strategy (k-mer = 3) (Fig. 4C, D). For control rods, 3 k-mer clusters were defined as follows: k-mer Cluster [1] included 53 genes and showed a high expression during the early course of the pseudotime analysis with a mild decrease over time (Figs. 4C and 5A). 

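The pseudotime itself was not computed here, and the gene lists of Supplementary Table 3 were followed across the rod classes in its place. These lists were chosen by the study on the same 2 libraries, so a change in the listed direction is no independent evidence. The classes also differ in unspliced share, for which the ratios were not adjusted. From cluster 1-like to cluster 3-like rods, the 53 genes of control k-mer cluster 1 had a median log2 ratio of -0.33 (-0.38 to -0.30), with 45 genes lower. This median was at percentile 52.2 of random lists, whose own median was -0.33, since highly expressed genes fell in general. Including unspliced UMIs moved it most, to -0.92.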

K-mer cluster 2 included 358 genes with a high gene expression during early stages and a strong decrease at the end of pseudotime (Fig. 4C). This gene expression profile displays a high similarity to k-mer cluster 3 (545 genes) from light damage condition (Fig. 4D). This is particularly evident in the GO enrichment analysis of these two k-mer clusters (Fig. 5C, F), which contain biological processes indicative of increased cellular stress. 

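Of the 358 genes of control k-mer cluster 2, 308 (86.0%) are also in light damage k-mer cluster 3 of Supplementary Table 3. From cluster 1-like to cluster 3-like control rods, 337 of 341 genes of control k-mer cluster 2 were lower, with a median log2 ratio of -0.93 (-0.93 to -0.91) at percentile 0. From cluster 2-like to cluster 4-like light damage rods, 528 of 529 genes of light damage k-mer cluster 3 were lower, with a median of -1.18 (-1.19 to -1.16) at percentile 0. The same list had a median of -0.98 (-1.02 to -0.94) from cluster 4-like to cluster 5-like rods, and of -0.84 across the control classes. Relative to the median gene, the first 2 medians were -1.39 and -1.65. Leaving out droplets of high ambient share moved the median from cluster 4-like to 5-like rods most, to -0.16. RNA of the mitochondrial genome fell as well from cluster 2-like to cluster 4-like rods, with a median of -1.78, next to -1.46 for ribosomal protein and -1.30 for complex I genes.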

Since this applies to both the control and the light damage situation, we assume that these are effects caused by the processing and separation of the cells in preparation for sequencing [27–29]. K-mer cluster 3 of the control condition contained 115 genes, which were characterized by a rather low expression during early pseudotime and a high expression in late stages. These genes contributed predominantly to processes associated with splicing (Fig. 5E).

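All 112 genes of control k-mer cluster 3 with enough UMIs were higher in cluster 3-like than in cluster 1-like rods, with a median log2 ratio of 2.69 (2.61 to 2.75) at percentile 100, and 2.23 relative to the median gene. In the light damage library the same genes had a median of 2.50 from cluster 2-like to cluster 4-like rods, and 87 of the 115 genes (75.7%) are in light damage k-mer cluster 1. Nuclear long non-coding RNAs rose on the same step, with a median of 5.36 over 3 genes in control and 4.67 over 4 genes in light damage rods, but 0.14 in the latter when unspliced UMIs were included. By the rule of size, the 3 genes with the largest rise from cluster 1-like to cluster 3-like rods were Xist (6.60, 6.35 to 6.87), Gm26724 (8.94, 6.44 to 14.25, 1 UMI in cluster 1-like rods) and A330023F24Rik (7.06, 6.16 to 8.13). Both classes come from the control pool, so a difference of sex between the pools does not enter this ratio of Xist. The 3 with the largest fall were Ndufa4 (-1.24, -1.30 to -1.19), Gstp1 (-1.42, -1.62 to -1.22) and Ndufs6 (-1.37, -1.56 to -1.19).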

**Fig. 4:**
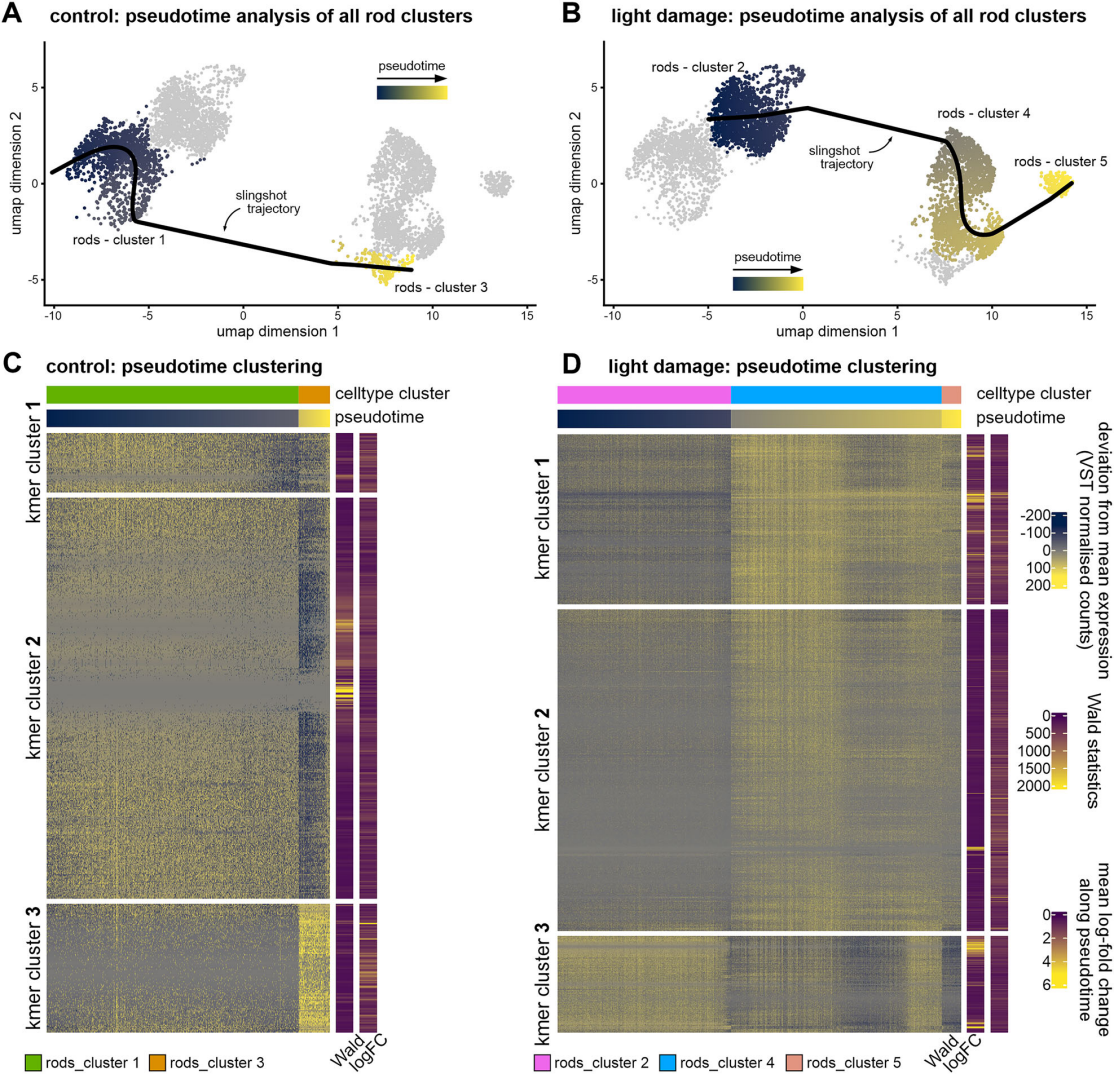
Pseudotime analysis of control and light-damaged rod clusters. **A**, **B** Pseudotime analysis of rod clusters using slingshot analysis. Slingshot trajectories were computed across rod clusters 1 and 3 for the control condition and rod clusters 2, 4 and 5 for the light damage condition. **C**, **D**. We only used genes for unsupervised clustering analysis that had an FDR-adjusted GAM *P*-value of 0 in the slingshot analysis (see methods). The expression of these genes (VST normalized counts) was used to obtain 3 clusters of co-regulated genes along the pseudotime trajectory for control (**C**) and light damage (**D**) conditions. Wald test statistics (a measure of how well the expression of a gene follows the pseudotime trajectory) and log-fold change of gene expression along the pseudotime trajectory are shown on the right side of the heatmaps.

**Fig. 5:**
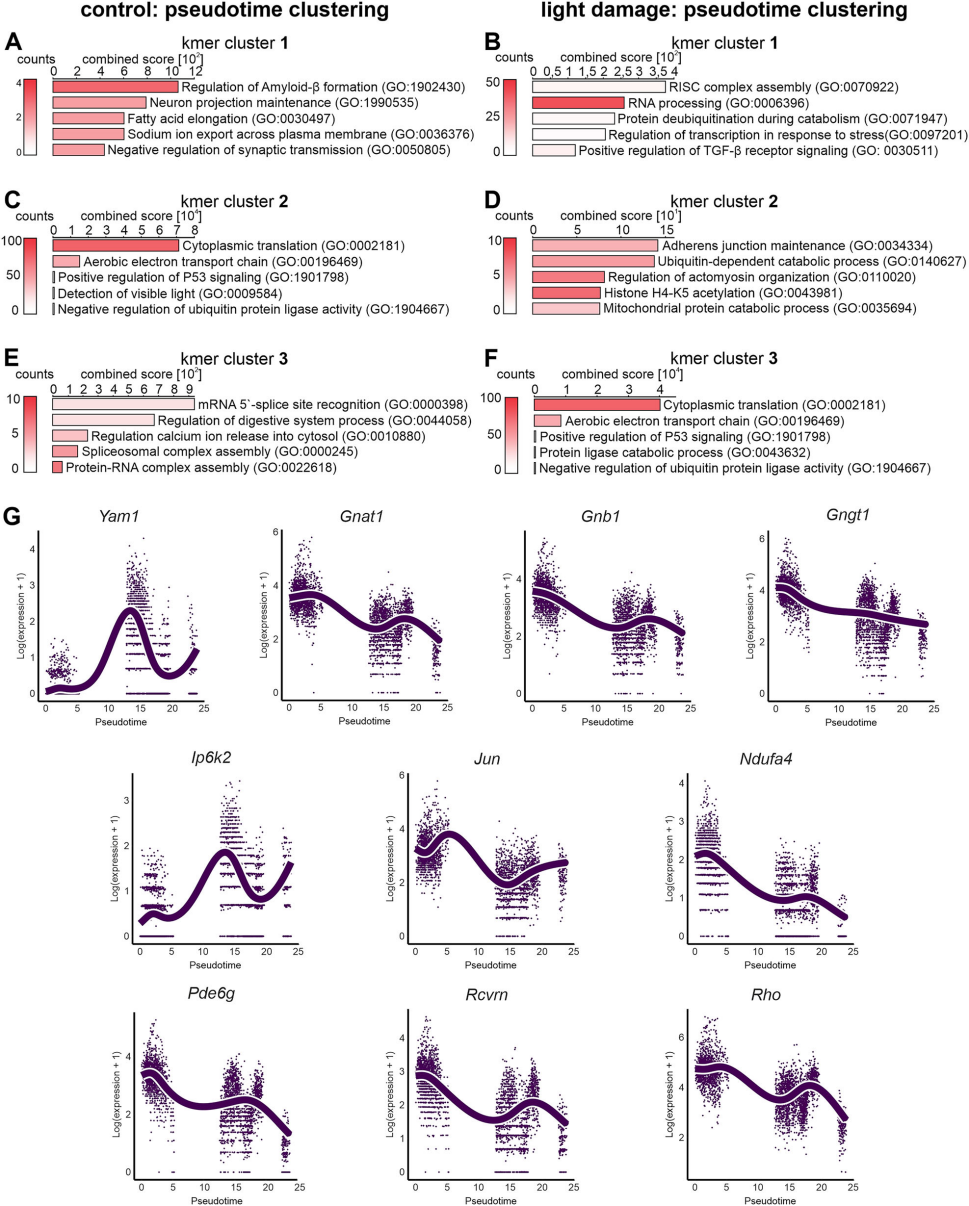
Gene ontology enrichment analysis of pseudotime analysis and visualization of dysregulated genes. **A**–**F** Gene ontology enrichment analysis of k-mer clusters from pseudotime analysis. For details regarding GO enrichment analysis, see “Methods” section. The number of genes corresponding to each GO term is represented by the color of the graphs. **G** Visualization of the most significantly dysregulated genes following pseudotime. Graphs represent top 10 genes with expression pattern corresponding most closely to the pseudotime under light damage conditions.

Light damage rod cells exhibited two additional cluster, k-mer cluster 1 and 2 (Fig. 4D). 1813 genes in k-mer cluster 2 (Fig. 4D) follow a pattern in which they initially show low expression levels, followed by a gradual increase, and subsequently decline. 

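Of 1778 genes of light damage k-mer cluster 2 with enough UMIs, 1714 were higher in cluster 4-like than in cluster 2-like rods, with a median log2 ratio of 1.31 (1.29 to 1.32) at percentile 100, or 0.85 relative to the median gene. From cluster 4-like to cluster 5-like rods their median was -0.03 (-0.07 to -0.02), -0.24 relative to the median gene and 0.01 without doublet removal. Across the control classes, from cluster 1-like to cluster 3-like rods, the same genes had a median of 1.17 (1.15 to 1.19).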

Genes in this cluster participate to processes such as histone acetylation pointing towards photoreceptor degeneration (Fig. 5D) [30, 31]. K-mer cluster 1 contains 959 genes (Fig. 4D), displaying a low expression at early phases, followed by a continuous increase in gene expression levels. These genes, such as e.g. *Ago 2*, were strongly associated with the RNA-induced silencing complex (RISC). 

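All 945 genes of light damage k-mer cluster 1 found in the annotation were higher in cluster 4-like than in cluster 2-like rods, with a median log2 ratio of 1.23 (1.21 to 1.25) at percentile 100 and 0.77 relative to the median gene. In the control library 916 of them were higher in cluster 3-like than in cluster 1-like rods, with a median of 1.09 and 0.63 relative to the median gene. The rise was larger in the light damage library for 612 genes (64.8%), while with droplets of high ambient share left out the median was larger in the control library, 1.39 against 1.25. From cluster 4-like to cluster 5-like rods, 584 genes were higher and 361 lower, with a median of 0.14 (0.12 to 0.16), which turned to -0.07 relative to the median gene and to -0.04 with droplets of high ambient share left out. By the rule of size, the 3 genes with the largest rise from cluster 2-like to cluster 4-like rods were 4933413L06Rik (729 and 0 UMIs, at least 139-fold higher), Gm45159 (7.88, 6.33 to 10.16, 3 UMIs in cluster 2-like rods) and Ccr9 (8.17, 6.31 to 11.22, 2 UMIs). With unspliced UMIs included their log2 ratios were 3.16, 3.44 and 2.69. The 3 with the largest fall were Platr17 (-1.92, -1.98 to -1.86), Ndufa4 (-1.91, -1.95 to -1.87) and Rps29 (-1.85, -1.89 to -1.81), the last of which also served to name the classes.

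**Figure D2:**
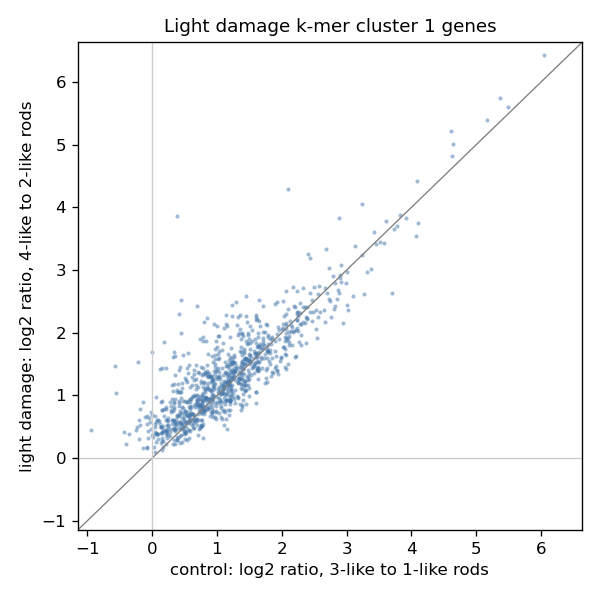
Each point is 1 of the 945 genes of light damage k-mer cluster 1, with its log2 ratio from cluster 1-like to 3-like rods in the control library (x axis) and from cluster 2-like to 4-like rods in the light damage library (y axis); the diagonal marks equal change. In 96.9% of genes both ratios, scaled by total UMIs, are above 0.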

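Ago2 (ENSMUSG00000036698, chromosome 15 from 73095844 to 73184935) had 1917 UMIs in cluster 4-like rods, 177 CPM (169 to 185), and 410 in cluster 2-like rods, 66 CPM (59.8 to 72.7). The log2 ratio was 1.42 (1.26 to 1.58), 0.96 relative to the median gene, and including unspliced UMIs moved it most, to 0.84. In the control library, Ago2 rose from 48.5 CPM in cluster 1-like to 129 CPM in cluster 3-like rods, a log2 ratio of 1.41 (1.18 to 1.63). From cluster 4-like to cluster 5-like rods its log2 ratio was 0.26 (-0.03 to 0.55), which does not exclude 0. Among 10 genes of the RISC, written down before the data were examined, 9 were higher in cluster 4-like than in cluster 2-like rods, with a median of 1.19 (1.14 to 1.29) at percentile 98.2. The median was 1.37 (1.24 to 1.43) at percentile 99.8 across the control classes, and 0.32 from cluster 4-like to 5-like rods, or -0.01 with unspliced UMIs included. The log2 ratios from cluster 2-like to 4-like rods were 1.76 (1.43 to 2.11) for Ago1, 2.20 (2.00 to 2.41) for Ago3, 1.13 (0.96 to 1.29) for Dicer1 and 1.51 (1.39 to 1.63) for Tnrc6a.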

Several studies describe that malfunction of RISC leads to retinal degeneration [32, 33]. Furthermore, we found a strong enrichment of the TGFβ signaling pathway which might again support the concept that TGFβ signaling contributes to maintenance and neuroprotection during photoreceptor cell death (Fig. 5B) [24–26].

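All 10 TGF-β genes with enough UMIs were higher in cluster 4-like than in cluster 2-like rods, with a median log2 ratio of 1.01 (0.87 to 1.46) and 0.54 relative to the median gene. This median was at percentile 39.7 of random lists, whose own median was 1.11, since genes of this low expression rose in general. Including unspliced UMIs moved it most, to 0.46. In the control library, 6 of 6 genes were higher in cluster 3-like than in cluster 1-like rods, with a median of 1.07 (0.83 to 1.28) at percentile 82.4. Tgfbr1 had a log2 ratio of 2.00 (1.68 to 2.34) in light damage and 2.27 (1.73 to 2.83) in control rods, and Smad4 had 0.79 (0.64 to 0.93) and 0.93 (0.70 to 1.15). The log2 ratio of Smad7 from cluster 2-like to 4-like rods was 1.64 (1.23 to 2.07). From cluster 4-like to cluster 5-like rods the list's median was 0.27 (-0.26 to 0.44), or 0.41 with genes at 0 set to their bound. From cluster 2-like to cluster 5-like rods it was 1.38 (1.06 to 1.67) at percentile 92.7, and 0.47 relative to the median gene. Between the libraries, all 8 genes with enough UMIs were higher in cluster 2-like than in cluster 1-like rods, with a median of 0.56 (0.34 to 0.86) at percentile 98.1, and 1.87 with unspliced UMIs included. All 9 were higher in cluster 4-like than in cluster 3-like rods, with a median of 0.57 (0.38 to 0.92) at percentile 95.3, and 0.27 at a Leiden resolution of 2.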

Of note, we also determined the top 10 genes whose expression pattern corresponded most closely to the pseudotime under light damage conditions. (Fig. 4B). Six out of these 10 genes (*Gnat1: G Protein Subunit Alpha Transducin 1, Gnb1: G Protein Subunit Beta 1, Gngt1: G Protein Subunit Gamma Transducin 1, Rho: Rhodopsin, Pde6g, Rcvrn: Recoverin*) are mediators of phototransduction and were strongly downregulated following pseudotime (Fig. 5G). This is of particular interest as these mediators are known to be downregulated also in the course of genetic, progressive photoreceptor degeneration [4], confirming our hypothesis that the photoreceptors in cluster 5 represent the most severely damaged cell population.

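The 6 phototransduction genes fell from cluster 2-like to cluster 4-like rods with a median log2 ratio of -1.48 (-1.49 to -1.47) at percentile 5.39 of random lists. Rcvrn, for example, had a log2 ratio of -1.51 (-1.54 to -1.49). Including unspliced UMIs moved the median most, to -2.24. From cluster 4-like to cluster 5-like rods they fell again, by -1.57 (-1.69 to -1.45) for Pde6g to -0.42 (-0.50 to -0.34) for Gnb1, with a median of -0.82 (-0.90 to -0.75) at percentile 1.15. With droplets of high ambient share left out and the classes rebuilt, Pde6g was -0.72, this median was -0.27, and Gnb1 turned to 0.02. These shifts can come from the new classes as well as from the droplets left out. Rcvrn had 5133 CPM in cluster 2-like, 1798 in cluster 4-like and 1038 in cluster 5-like rods. Of the other genes labelled in Fig. 5G, Ip6k2 had log2 ratios of 1.96 (1.88 to 2.05) from cluster 2-like to 4-like and 0.45 (0.32 to 0.58) from cluster 4-like to 5-like rods, moved most to 1.16 with unspliced UMIs included and to 0.15 with droplets of high ambient share left out. Jun rose on the first of these steps, with a log2 ratio of 3.86 (3.72 to 4.00), or 2.28 with unspliced UMIs included, and Ndufa4 fell on the second, with -1.56 (-1.85 to -1.29), or -0.31 with droplets of high ambient share left out. In control rods the log2 ratio of Jun from cluster 1-like to 3-like was 0.38 (-0.01 to 0.75), which turned to -0.08 relative to the median gene and to -0.54 with unspliced UMIs included.

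**Figure D3:**
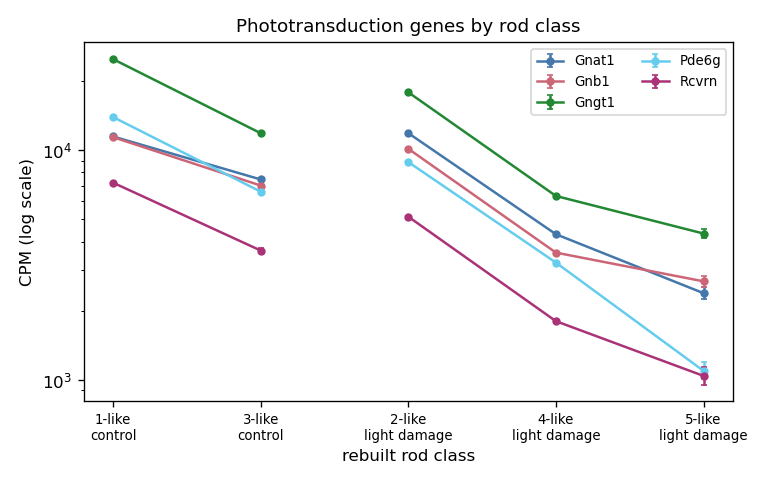
CPM of 5 phototransduction genes (y axis, log scale) in the rebuilt rod classes of the control and the light damage library (x axis), with 95% Poisson intervals that are mostly smaller than the points; lines join the classes of 1 library. Each of these genes is lower in cluster 3-like than in 1-like rods and lowest in cluster 5-like rods. The last step of Gnb1 reversed with droplets of high ambient share left out and the classes rebuilt.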

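In the control library the 6 phototransduction genes also fell, from cluster 1-like to cluster 3-like rods, with a median log2 ratio of -0.84 (-0.86 to -0.82) at percentile 36.8, and -1.30 relative to the median gene. Between the libraries their median was -0.32 (-0.33 to -0.31) from cluster 1-like to 2-like and -0.94 (-0.96 to -0.92) from cluster 3-like to 4-like rods. From the fall of these genes along the pseudotime, which it describes as known for genetic degeneration, the paper reasons that cluster 5 holds the most severely damaged rods.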

## Discussion

The present study provides novel insights into the molecular mechanisms underlying retinal degeneration by utilizing single-cell RNA sequencing in a mouse model of light-induced photoreceptor degeneration. Our findings highlight the transcriptional heterogeneity of rod photoreceptors in both control and degenerative conditions, offering a deeper understanding of the pathways involved in photoreceptor degeneration in diseases such as retinitis pigmentosa or AMD. We identified several rod clusters that strongly differ in their transcriptional profile. Neuronal damage led to the appearance of additional rod populations with cells exhibiting differential responsess to the insult. By applying trajectory pseudotime we discovered a strong regulation of TGFβ signaling and the RISC complex in light-damaged rods suggesting a pivotal role of these mediators in photoreceptor degeneration.

The identification of rod cluster 5, representing the distinct rod subpopulation of most severely light-damaged photoreceptors, provides the opportunity to gain critical insights into molecular changes occurring during advanced photoreceptor degeneration. Among others we found a strong upregulation of *Egr1* and *Malat1* in cluster 5 rods. *Egr1* is a transcription factor involved in cellular stress responses and has already been reported to play a key role in mouse models of photoreceptor degeneration [4, 34–36]. In accordance with our findings, studies report a significant upregulation of *Egr1* during photoreceptor degeneration in several mouse models [4, 37, 38]. Various signaling cascades regulate *Egr1* as a downstream effector, including those associated with (retinal) neuroprotection, such as P38 MAPK singlaing [35, 36, 39]. Transcription of the *Egr1* gene is regulated by the mitogen-activated protein kinase (MAPK) signaling pathway [34, 40, 41]. Inhibition of either EGR1 itself or MAPK signaling pathway results in a reduction of photoreceptor degeneration [34, 42, 43].

During the last years, long non-coding RNAs (lncRNAs) have also been implicated to play regulatory roles in neurodegeneration. Unlike protein-coding RNAs, lncRNAs modulate gene expression through epigenetic, transcriptional, and post-transcriptional mechanisms [44]. In the eye, several lncRNAs have been associated with retinal diseases, influencing photoreceptor survival and degeneration [45]. We found Malat1 to be one of the most upregulated genes in cluster 5 rods, suggesting a pivotal role for *Malat1* in advanced photoreceptor degeneration. This is in line with previous results from Yao et al. and Zhang et al. who describe a role for Malat1 in neuroprotection and cellular stress responses in retinal degeneration [46, 47]. This is of particular interest as silencing Malat1 leads to a mitigated effect in photoreceptor degeneration [47].

Besides the regulation of *Egr1* and *Malat1* in the dominant disease-associated clusters of photoreceptors, we detected a strong association of the RNA-induced silencing complex (RISC) with the progression of photoreceptor degeneration by applying trajectory pseudotime. RISC is a key effector of RNA interference, primarily functioning in post-transcriptional gene silencing by mediating the cleavage or translational repression of target mRNAs [48]. This complex consists of Argonaute proteins such as Ago2 and small RNAs, such as microRNAs (miRNAs) or small interfering RNAs (siRNAs), which guide the RISC to specific mRNA targets [49]. In retinal homeostasis, RISC plays a crucial role by regulating gene expression networks involved in cell survival, metabolism, and response to stress [50–52]. miRNAs processed within RISC contribute to retinal development and maintenance, ensuring proper function of retinal cells, including photoreceptors, by controlling apoptosis and neuroprotection-related pathways [32, 53, 54]. During retinal degeneration, dysregulation of the RISC complex and altered miRNA expression can result in increased cell death and inflammation [32, 55, 56]. For instance, downregulation of neuroprotective miRNAs such as miR-21 exacerbates degenerative processes, whereas overexpression of other miRNAs may counteract retinal damage [57–60]. Specifically, in photoreceptor degeneration, the RISC complex modulates stress response genes and apoptotic regulators, significantly impacting cell survival [32, 61, 62]. Several miRNAs, as well as Argonaute proteins are crucial for photoreceptor maintenance, and their loss has been associated with increased susceptibility to degeneration [33, 59, 63, 64]. Thus, targeting the RISC may represent a potential therapeutic avenue for mitigating photoreceptor loss in retinal degeneration.

Furthermore, we found a strong association between pseudotime analysis photoreceptor degeneration and TGFβ signaling. Canonical TGFβ signaling plays a fundamental role in retinal development and homeostasis by regulating cell growth, migration, proliferation and death [26, 65–71]. In a disease context, the TGFβ pathway has been associated with neovascular eye diseases such as age-related macular degeneration, diabetic retinopathy and retinopathy of prematurity in both, mice and humans [72–79]. However, there is emerging evidence, that TGFβ signaling also possesses neuroprotective properties. Initial evidence for this hypothesis was obtained by inactivating the signaling pathway in the adult eye via application of soluble endoglin. This resulted in neuronal apoptosis [68]. As demonstrated by our group, this effect is not limited to the adult age. We were able to show that the absence of the TGFβ signaling pathway in retinal neurons and muller cells also leads to an increased apoptosis rate during embryonic development [26]. These results indicate that the signaling pathway plays a fundamental role for retinal neurons both in the development of the neuroretina and in the maintenance of neuronal homeostasis in the eye. Even more interesting, we found that TGFBR2 is upregulated in neurons and Müller cells in VPP mice, a genetic mouse model for retinitis pigmentosa [24]. Inhibiting TGFBR2 in these cells resulted in drastically exacerbated photoreceptor degeneration in VPP-induced photoreceptor degeneration [25], which lead to the conclusion that TGFβ signaling in retinal neurons and Müller cells exhibits a neuroprotective effect. In the present study, we also observed a strong association between TGFβ signaling and disease progression during light-induced photoreceptor degeneration. These data suggest that the regulation of TGF-β signaling is a shared key mechanism in retinal degeneration and may be relevant across different types of diseases u mice and potentially in humans.

## Conclusion

In summary, this study shows a transcriptional heterogeneity of rod photoreceptors particularly in light-induced degenerative conditions. We defined a predominant disease-associated rod cluster, containing the most severely damaged rod cells. Pseudotime analysis of gene expression changes displayed a virtual trajectory of severeness concomitant with a strong regulation of TGFβ signaling in light-damaged photoreceptor cells. Our findings suggest that the regulation of TGF-β signaling is a key mechanism in retinal degeneration. This is of particular interest given the current lack of curative treatments for retinal degeneration. Consequently, cell-type-specific targeting of the TGFβ signaling pathway could represent a promising and innovative therapeutic target for patients suffering from retinal degeneration in the future.

## Materials and methods

### Mice

All procedures conformed to the tenets of the National Institutes of Health Guidelines on the Care and Use of Animals in Research, the EU Directive 2010/63/E. Mice carrying two floxed *Tgfbr2* alleles [80], thus presenting functional wildtype mice, were bread on a Balb-C/CD1 background and kept in cyclic light (12 h on/12 h off, lights on at 7 am, light intensity approx. 400 lx). Both sexes were used for experiments and all mice were homozygous for the L450 variant of RPE65.

### Light damage

Experimental 6–9 week-old mice were dark-adapted in cyclic dim light (<50 lux) followed by a period of complete darkness for 18 h prior to light damage. Mice were then placed in reflective cages and exposed to diffuse cool, white fluorescent light coming from the top of the cage with an intensity of 5000 lx for 30 min. After light exposure, mice were allowed to recover for 6 h in dim light, and then sacrificed. Light damage experiments were always performed in the early morning. Mice that were dark-adapted but did not receive light damage served as control mice.

### TUNEL labeling and fluorescence microscopy

Mice were euthanized by CO_2_ exposure followed by cardiac perfusion with 10 ml ice-cold 0,1 M phosphate buffer. The eyes were marked with a branding at the superior limbus. Eyes were enucleated, followed by fixation in 4% PFA. The branding was marked using a short, thin metal needle and the eyes were embedded in paraffin according to standard protocols [72, 81]. Terminal desoxynucleotidyl transferase-mediated dUTP-biotin nick end labeling (TUNEL, Dead-EndTM Fluorometric TUNEL System, Promega, #G3250) was performed on sections that were cut along the mid-horizontal plane (in nasal-temporal orientation) stretching through the optic nerve head (ONH) according to our previously published protocol [26, 81]. To quantify the number of apoptotic cells, images of the whole retina were taken using an Axiovert 135 microscope (Zeiss). TUNEL-positive cells were counted manually.

### Single cell isolation

Mice were euthanized by CO_2_ exposure followed by cardiac perfusion with 10 ml ice-cold PBS. Eyes were immediately dissected to isolate the retinae. Retinae were dissected in 500 µl 0.25 mM DMEM/HEPES containing 120 U/ml papain (Carl Roth, #9001-73-4), 225 U/ml collagenase IV (Worthington, #LS004188) and 20 U/ml DNase I (Worthington, #LS006344). Prior to digestion at 8 °C for 45 min, each sample was mechanically triturated by pipetting. After digestion, cell suspensions were filtered through a 50 µm cell strainer. Retinae from 3 to 5 mice were pooled to obtain sufficient cell numbers. To remove dead cells and debris, cell suspension was incubated with magnetic beads (DeadCell Removal Kit, Milteny, # 130-090-101). Cells were sorted through MS Columns (Milteny, # 130-042-201) installed in an OctoMacs magnet (Milteny, # 130-042-109) according to manufactures protocol. Intact and viable single cells were collected and resuspended in ultra-pure BSA (1:1000, Thermo Fisher, #AM2616).

Prior to processing for scRNAseq, the single-cell suspensions were again filtered through a 40 µm strainer. Cell concentrations were assessed using an automated cell counter. The concentration for each sample was adjusted to approximately 1,000 cells/µL resulting in approx. 10,000 cells per reaction.

### Single-cell RNAseq

We used the 3’ 10x Genomics Chromium Single Cell Gene Expression protocol (v3.1) to capture and barcode mRNA transcripts from the single cell suspensions. Briefly, the cell suspensions, together with barcoded gel beads, master mix, and partitioning oil, was loaded on a 10x Genomics Chromium Next GEM chip. Using a Chromium Controller, the cells were partitioned into “gel bead in emulsions” (GEMs). Within each GEM, reverse transcription was followed by barcoding of transcripts with a unique 10x barcode and unique molecular identifiers (UMIs). The cDNA was purified using Silane dynabeads followed by PCR amplification. The amplified cDNA was fragmented, end repaired and A-tailed to create compatible ends for adapter ligation. Sequencing adapters (P5 and P7) were ligated to the cDNA fragments, and a sample index was added during a final round of PCR amplification, enabling multiplexing of samples in a single sequencing run. The constructed libraries were purified using AMPure XP beads before cDNA concentration and fragment size distribution were assessed using a Qubit Fluorometer and an Agilent Bioanalyzer. Libraries were pooled in equimolar ratios for sequencing.

Libraries were sequenced on an Illumina NovaSeq 6000 platform using the 100 cycle S2 reagent kit in paired-end mode. Sequencing parameters were set to 28 bp for Read 1 (cell barcode and UMI), 8 bp for the i7 index (sample index), and 91 bp for Read 2 (cDNA insert). We aimed for a sequencing depth of approximately 50,000 reads per cell. Sequencing data were demultiplexing with the 10x Genomics Cell Ranger software pipeline (v.7.0.1).

### Bioinformatics

Reads were mapped and quantified using the Alevin-Fry framework (alevin-fry v0.8.1, salmon v1.10.1, pyroe v0.9.2, python v3.9.16) [82]. To this end, we created a splici index using the 10x genomics mouse mm10 reference data (refdata-gex-mm10-2020-A) with a read length of 90. Reads were mapped with the salmon alevin command using ISR as the library type and chromiumV3 as the library type. We used sketch mode to generate a rad file by pseudoalignment with structural constraints. Next, we generated a barcode permit list using the 10x Genomics barcodes whitelist (3M-february-2018.txt). Additionally, we filtered reads that mapped to the reverse complement strand of transcripts by specifying -d fw. Lastly, UMIs per-gene and per-cell were quantified using the ‘cr like’ strategy.

All subsequent analyses were conducted in R v4.4.1 [83]. For quality control (QC) and filtering we used the singleCellTK package [84]. First, we filtered droplets by running the runEmptyDrops() and runBarcodeRankDrops() on the single-cell datasets. We removed all droplets with a BarcodeRank_Inflection of 1, all droplets with non-computable FDR and all droplets with FDR < 0.01 for the probability to be an empty droplet. Next, we ran per-cell QC using the runCellQC() function using the ‘QCMetrics’, ‘scDblFinder’ and ‘decontX’ algorithms. Final droplets were filtered using a mitochondrial percentage of less than 10% and a scDblFinder call of being a ‘singlet’. Droplets with large ambient RNA decontamination (≥ 0.5) as determined by decontX were also removed (Supplementary Fig. 2).

Filtered datasets were imported into Seurat v5.1.0 [85]. Next, we tested 5 different clustering algorithms (CCA, RPCA, Harmony, FastMNN and SCVI) and analyzed the dimensionality of the clustered datasets using elbow plots. A dimensionality of 50 was used for all subsequent analyses. Additionally, we tested three algorithms (CCA, RPCA, Harmony) on SCT v2 transformed data. Next, we used a resolution of 0.3 and a list with specific markers for each cell type of interest to assess the effectiveness of the different clustering strategies. We found that the SCVI clustering strategy gave the most distinct clusters with very little marker spillover. SCVI (single-cell variational inference tools [86]) is a package for probabilistic modeling of single-cell omics data utilizing PyTorch and AnnData. We trained models with a single layer and up to 50 latents (dimensions) for 50–400 epochs. The best performing model was trained with 1 layer, 50 latents and ‘number of RNA counts per cell’ and ‘mitochondrial percentage’ as continuous covariates for 200 epochs. Learning rate and other parameters were kept at their default values. To assign final cell types, we clustered cells by the trained SCVI model in Seurat with a resolution of 200 (Supplementary Fig. 3). This resulted in very fragmented cell clusters, which we merged again with guidance of the coordinates of the UMAP dimensions 1 and 2. The expression of specific markers for each cell type is shown in Supplementary Fig. 1. The expression of specific markers across UMAP dimensions 1 and 2 is shown in Supplementary Fig. 4. Dysregulated genes were calculated using the FindMarkers() function in Seurat either between cell type clusters or between a specific cluster and all other cells. Intra- and intercluster comparisons are provided in Supplementary Table 1 and 4.

Pseudotime analysis was carried out using the slingshot v2.12.0 package [87]. We used RNA counts as input together with the computed SCVI UMAPs. A general additive model (GAM) using a negative binomial noise distribution was then fitted to model the associations between gene expression and pseudotime. Statistical significant gene expression differences were calculated using the associationTest() function and *P*-values were corrected using the ‘FDR’ method. To address the overfitting and potentially large number of false positive associations by using cells as samples, we only considered genes that had an adjusted *P*-value of 0 for further analysis. This resulted in 526 genes for the control condition and 3317 genes for the light damage condition, which were significantly (*P*_adj_ = 0) associated with pseudotime across the rod clusters. These genes were subsequently clustered by an unsupervised clustering strategy (k-mer = 3) across pseudotime using the ComplexHeatmap v2.20.0 package [88]. The scripts for bioinformatics analyses are available upon reasonable request.

Ontology analysis was carried out using the Enrichr website (https://maayanlab.cloud/Enrichr, accessed on 2nd September 2024). Only statistically differently expressed genes with were included in the analysis. We used adjusted *P*-value cutoffs of *P*_adj._ < 10^-6^ (Fig. 3) and *P*_adj._ = 0 (Fig. 5). These stringent cutoffs were used to mitigate the problem of negatively inflated *P*-values due to each cell being treated as a biological replicate (see also above). GO biological process (2023) terms were sorted according to the combined score. All terms with an adjusted *P*-value > 0.05 were excluded from the analysis. The five most relevant, non-redundant enriched terms are shown.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (GraphPad Software, Version 6.0, La Jolla, CA, USA). For comparison of two groups (TUNEL labeling) students t-test was used. Data is shown as mean ± SEM. Sample size estimation was informed by prior experience with the specific mouse model employed in this study. No randomization was used. Quantification of TUNEL+ cells was performed blinded for both groups. Differences were considered to be statistically significant for *P*-values < 0.05.

## Supplementary information

Supplementary Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Table1

Supplementary Table2

Supplementary Table3

Supplementary Table4

## Data Availability

RNA Sequencing Data (GSE291654) is accessible from https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE291654.

# Supplementary material for: Illuminating photoreceptors: TGFβ signaling modulates the severeness of retinal degeneration
**Source:** Cell Death Discov. 2025 Aug 15;11:384. doi: 10.1038/s41420-025-02685-5
**Supplement:** Supplementary file 1 — Supplementary Legends

# Supplementary Figure Legends

**Supplementary Figure 1:** **Expression of cell type specific markers for each population.**

Expression of cell-type markers (rows) vs. identified clusters (columns) as shown in Figure 1A. The percentage of cells in each cluster is represented by the size of the circle and average expression level by color depth.

**Supplementary Figure 2: Single cell RNAseq data quality control**

After mapping and quantification of RNAs as described in the methods section, raw data were analyzed with the singleCellTK package. Specifically, total counts (**A**), total features (**B**) and mitochondrial reads (**C**) per cell were counted. Both conditions showed very comparable results. **D** To account for ambient RNA contamination, we computed ambient RNA with decontX and used the contamination score to remove droplets with very high ambient RNA contamination ( ≥ 0.5). 

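Among the droplets kept here, with medians followed by the quartiles, control droplets held 2848 (2013 to 4159) UMIs and light damage droplets 4480 (3077 to 7851). They held 1133 (871 to 1511) and 1872 (1376 to 2818) genes with at least 1 UMI. The mitochondrial share of UMIs was 2.35% (0.886 to 4.23%) in control and 0.709% (0.133 to 2.48%) in light damage droplets, and the unspliced share 5.04% (4.22 to 25.1%) and 41.3% (5.34 to 58.1%). These droplets had passed the filters on UMIs, mitochondrial share and doublets.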

The decontX corrected counts were used for further analysis. **E** Overview of cell numbers before (raw data) and after filtering as described in the methods section.

**Supplementary Figure 3: Single cell RNAseq – SCVI clustering**

We used single-cell variational inference tools (SCVI) to cluster our cells (see also methods section). Training (**A**) and validation (**B**) elbow plots showed good convergence at about 200 epochs in the model with 50 latents (see C, 50 latents). **C** We trained the SCVI models with up to 50 latents and computed the clustering every 5 latents. UMAP dimension 1 is shown at the x-axis and UMAP dimension 2 is shown at the y-axis. We used a resolution of 0.3 for the latent screen. We observed good separation of cell clusters starting at about 20 latents. After about 40 latents, changes to the clustering were very small. The final model is identical to what is shown at 50 latents (see also main figure).

**Supplementary Figure 4:** Gene expression of specific markers across UMAP dimensions 1 and 2 for (A) rods, (B) amacrine cells, (C) bipolar cells, (D) astrocytes, (E) cones, (F) endothelial cells, (G) erythrocytes, (H) microglia, (I) Mueller cells, (K) RPE cells.

# Supplementary Table Legends

**Supplementary Table 1:** DEGs from intercluster comparisons between rod_c2 and rod_c1, rod_c4 and rod_c3, rod_c5 and rod_c4 and between mueller, microglia and RPE cells from the lightdamage and control group.

**Supplementary Table 2:** Maker Genes from UMAP clustered rods (rods_c1-rods_c5), mueller, microglia and RPE cells. For every cell population except rods separated by experimental group.

**Supplementary Table 3:** Genes, which were significantly (*P*_adj_ = 0) associated with pseudotime across the rod clusters, clustered by an unsupervised clustering strategy (k-mer = 3)

**Supplementary Table 4:** DEGs from intercluster comparisons between rod_c1 and rod_c3, rod_c1 and rod_c4, rod_c1 and rod_c5, rod_c2 and rod_c4, rod_c2 and rod_c5.

How the deposited data were processed for this re-analysis (not part of the article)

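The data are single-cell RNA libraries of mouse retina, 1 from a pool of control mice and 1 from a pool of mice after light damage. The authors mapped the reads with salmon alevin and alevin-fry and deposited UMI counts per barcode and gene, in 3 blocks for spliced, unspliced and ambiguous UMIs. These counts are whole numbers for every barcode with a read, without normalization, removal of empty droplets, doublets or ambient RNA, and the later steps of the authors (emptyDrops, scDblFinder, decontX and scVI) are not in them. Genes carry Ensembl IDs, named here from GENCODE vM21 on GRCm38, and coordinates follow that build. Listed genes without a matching symbol in it were not used here.

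Counts of a gene are spliced plus ambiguous UMIs, and total UMIs and unspliced shares use all of them, as do the counts of Xist, Tsix and Y-linked UMIs per droplet. Droplets were kept with at least the larger of the inflection point of the barcode rank curve and 500 UMIs, and with a mitochondrial share under 10%. Scrublet scores were computed within each library and the top 0.8% per 1000 droplets were left out (114 control and 276 light damage droplets), since the automatic threshold called only 1 and 0 doublets. Of 3896 control and 5934 light damage droplets above the minimum of UMIs, 3783 and 5869 passed the mitochondrial filter. Counts were scaled to 10000 per droplet and log-transformed, and the clustering used a Leiden resolution of 1 and seed 0.

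Clusters were named from markers fixed before the data were examined, with at least 3 markers detected in 10% of droplets and a score of at least 0.5, or 1.5 for rods. The score limits were set after the scores had been seen and were revised once after the 10 leading genes of each cluster had been seen. Free RNA was taken from barcodes under 50 UMIs. Its share in a class was estimated from 6 RPE genes in rods and 6 rod genes, Pde6g and Gngt1 among them, in RPE-like droplets.

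UMIs were summed per class and library. CPM carry exact Poisson intervals, shares exact binomial intervals, and log2 ratios the exact conditional binomial interval of the 2 counts, all at 95%. The summed UMIs per class set the precision: 7629173 in cluster 1-like, 6209538 in cluster 2-like, 2207745 in cluster 3-like, 10855108 in cluster 4-like and 500034 in cluster 5-like rods, and 696031 and 2347097 in control and light damage RPE-like droplets. A fold against 0 UMIs is a bound against 3 UMIs. The median gene is taken over genes with at least 50 UMIs in both groups. A list's median uses genes with at least 10 UMIs over both groups and 0.5 UMIs added, with an interval from 500 Poisson redraws. The lists are phototransduction, RISC, TGF-β, JAK-STAT, integrated stress response, p53, apoptosis, AP-1 and early response, nuclear long non-coding RNA, Y-linked, ribosomal protein, complex I and mitochondrial genome genes, and the k-mer clusters of Supplementary Table 3. They were fixed before the data were examined and are no Gene Ontology terms. The genes named are those the paper names or labels in Fig. 5G, genes of these lists, and in each comparison the 3 largest rises and falls among genes with at least 100 UMIs, by the interval's end nearest 0. Which of the listed genes are given singly was chosen after their values were seen.

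The steps were tested on simulated counts with 200 changed genes. These counts were drawn as Poisson sums per class, the model that the intervals assume, without any spread between droplets. The coverage below therefore checks the calculation and not whether the intervals are wide enough for real droplets. In the comparison of cluster 2-like with 1-like rods (9288 genes) the interval held the true change for 98.0% of changed genes, for cluster 4-like with 3-like rods (8869 genes) 96.5%, for cluster 5-like with 4-like rods (11705 genes) 95.5%, for cluster 4-like with 2-like rods (9240 genes) 96.0% and for RPE-like droplets (4470 genes) 93.0%. In the comparison of cluster 5-like with 4-like rods the direction was right for 88.0% of changed genes, and the JAK-STAT list's interval held its true median in 59.0% of 100 simulations, so that list is not given for this comparison. The intervals of the p53, apoptosis and TGF-β lists were not simulated and may be too narrow there as well.

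Alternatives were a minimum of 1000 UMIs, a mitochondrial limit of 5%, no doublet removal, leaving out droplets with an estimated free RNA share of at least 50%, subtracting expected free RNA, adding unspliced UMIs, a Leiden resolution of 2, splitting rods on their unspliced share, centring on the median gene, a total without ribosomal protein, mitochondrial and ribosomal RNA-like genes, regressing out UMIs and mitochondrial share, and an embedding without sex-linked genes. Apart from centring, the other total and the subtraction of free RNA, each alternative rebuilt the classes. A class may then hold other droplets than in the main setting, and this was not separated from the change of setting. Pseudotime, Gene Ontology terms and the decontX correction were not computed here. Tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.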

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

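Of the tests given here, those on the sexes of the pooled mice and on free RNA in RPE-like droplets were chosen after the result was seen.

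Y-linked genes (Ddx3y, Eif2s3y, Uty and Kdm5d), which the paper's supplementary tables list but its text does not discuss, were higher in the light damage library. In cluster 3/4-like rods their sum was 25.8 CPM (19.6 to 33.5, 57 UMIs) in the control and 274 CPM (265 to 284, 2979 UMIs) in the light damage library, a log2 ratio of 3.41. Xist ran the other way, from 1628 CPM in the control to 0.184 CPM in the light damage library. The 25.8 CPM in the control lies above the 1.36 CPM that 0 UMIs would allow. This level alone cannot decide whether the control pool held males, since no level of stray Y-linked UMIs was measured. In cluster 3/4-like rods, the split per droplet below argues against a control pool of females alone. A control pool of female mice with a minority of males, and a light damage pool of males, goes with the cluster 3/4-like droplets. The RPE-like droplets go against it. Counted per droplet with unspliced UMIs included, for Xist and Tsix as for the Y-linked genes and unlike the CPM, control cluster 3/4-like droplets without Xist or Tsix held 146 Y-linked UMIs per 100 droplets (124 to 171), and droplets with either held 9.02 (6.81 to 11.7). In the light damage library, cluster 3/4-like droplets without Xist or Tsix held 248.6 per 100, and the 22 droplets with either held 300 (232 to 382). Control cluster 1-like droplets showed no such split, with 6.37 (5.39 to 7.49) per 100 without and 4.67 (1.88 to 9.62) with Xist or Tsix. Only 150 of them held Xist or Tsix and 2306 held neither. Absence of both therefore says little about sex there, and the missing split cannot decide. The Y-linked sum was 12.6 CPM in cluster 1-like and 115 CPM in cluster 2-like rods, so it was lower in the control library there too. Control RPE-like droplets had 0 Y-linked UMIs among 696031, at most 5.30 CPM, and light damage RPE-like droplets had 197 CPM. Next to the light damage level, the control level was lower than in rods, which goes against the same minority of males in RPE-like droplets. Cone-like droplets were also low, at 6.28 CPM (1.71 to 16.1) in the control and 216 in the light damage library. Müller-like droplets were nearer the rods, at 36.7 CPM (11.9 to 85.6) and 314. The paper states that both sexes were used but does not give the sex per pool, so sex is confounded with light damage for any gene that depends on it.

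The AP-1 and early response genes rose in RPE-like droplets, outside the pathway the paper discusses there, with a median log2 ratio of 3.93 that ranged from 3.71 to 5.21 over the alternatives. Free RNA from rods is a technical explanation, but the 7 genes had 18.7 times the UMIs that the estimated share of free RNA would bring, which argues against it as the whole cause. A response of the cells to light damage stays open as a hypothesis, and so do the sex of the mice and a difference in handling between the 2 pools, which 1 library per condition leaves untested in these droplets.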

How the results depend on the processing

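The alternatives were set before the data were examined, apart from 1 that was chosen after seeing the data, in which the genes the text reports were left out of the embedding. No paired analysis was possible because each condition has 1 library. Among the 20 results that answer a comparison, 163 values were computed under the alternatives. None of the log2 ratios changed direction, while numbers of droplets and shares have no direction to change. Of the 163 values, 85 stayed within the counting error of the main value (numbers of droplets within 1.5 times) and 78 moved beyond it. The values that moved are log2 ratios, medians of log2 ratios or shares of the comparisons given at the claims, and follow by setting. Phototransduction stands for the 6 genes, with the classes compared in brackets, and k-mer cluster 1 for the light damage list, with the library in brackets. The cause was not tested.

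Without droplets of high ambient share, a step modelled on the decontX filter of the methods, the values were -1.58 for phototransduction (4-like against 2-like), -0.27 for phototransduction (5-like against 4-like), 1.40 for Egr1, 0.37 for Malat1, 2.64 for Stat3, 2.73 for the Y-linked genes, 1.39 for k-mer cluster 1 (control), 1.25 for k-mer cluster 1 (light damage), 5.56% for unspliced share of 1-like, 5.88% for unspliced share of 2-like, 60.6% for unspliced share of 3-like, 52.2% for unspliced share of 4-like and 51.5% for unspliced share of 5-like. A minimum of 1000 UMIs gave -1.52 for phototransduction (4-like against 2-like), -0.69 for Pde6g, 1.04 for k-mer cluster 1 (control), 1.18 for k-mer cluster 1 (light damage), 8.80% for unspliced share of 1-like, 9.31% for unspliced share of 2-like, 51.8% for unspliced share of 3-like and 52.1% for unspliced share of 4-like. A limit of 5% on mitochondrial UMIs gave -1.46 for phototransduction (4-like against 2-like), 1.02 for k-mer cluster 1 (control), 1.19 for k-mer cluster 1 (light damage), 6.13% for unspliced share of 1-like, 5.64% for unspliced share of 2-like, 50.8% for unspliced share of 3-like and 51.3% for unspliced share of 4-like. Without doublet removal the values were -1.36 for phototransduction (4-like against 2-like), -0.96 for phototransduction (5-like against 4-like), 0.99 for Malat1, 1.19 for k-mer cluster 1 (light damage), 5.70% for unspliced share of 1-like, 5.59% for unspliced share of 2-like, 50.4% for unspliced share of 3-like, 50.0% for unspliced share of 4-like and 56.5% for unspliced share of 5-like. A Leiden resolution of 2 gave -1.50 for phototransduction (4-like against 2-like), -0.61 for Pde6g, 2.69 for Stat3, 2.79 for the Y-linked genes, 1.29 for k-mer cluster 1 (control), 9.53% for unspliced share of 1-like, 6.82% for unspliced share of 2-like, 60.1% for unspliced share of 3-like, 51.7% for unspliced share of 4-like and 57.0% for unspliced share of 5-like.

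Rods split on their unspliced share gave -1.43 for phototransduction (4-like against 2-like), -0.63 for Pde6g, 0.96 for k-mer cluster 1 (control) and 1.21 for k-mer cluster 1 (light damage). Including unspliced UMIs gave -2.24 for phototransduction (4-like against 2-like), -0.73 for phototransduction (5-like against 4-like), 0.84 for Ago2, 1.54 for Egr1, 0.65 for Malat1, -0.71 for Pde6g, 2.79 for the Y-linked genes, 1.13 for k-mer cluster 1 (control) and 0.97 for k-mer cluster 1 (light damage). Relative to the median gene, the values were -1.95 for phototransduction (4-like against 2-like), -1.03 for phototransduction (5-like against 4-like), 0.96 for Ago2, 1.79 for Egr1, 0.68 for Malat1, -0.82 for Pde6g, 0.63 for k-mer cluster 1 (control) and 0.77 for k-mer cluster 1 (light damage). A total without ribosomal protein, mitochondrial and ribosomal RNA-like genes gave -1.63 for phototransduction (4-like against 2-like), 0.97 for k-mer cluster 1 (control) and 1.08 for k-mer cluster 1 (light damage). Subtracting the expected free RNA gave -1.50 for phototransduction (4-like against 2-like) and 1.11 for k-mer cluster 1 (control). With UMIs and mitochondrial share regressed out, the value was 57.1% for the neighbour share of rods. With the reported genes left out of the embedding they were -0.67 for Pde6g, 6.11% for unspliced share of 1-like, 6.11% for unspliced share of 2-like and 51.6% for unspliced share of 4-like.

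Among 129 other results and 1268 values, 889 stayed within counting error, 368 moved beyond it and kept their direction or had a main interval that spans 0, and 11 changed sign against a main interval that leaves out 0. Of the 11, 10 belong to the comparison of cluster 5-like with cluster 4-like rods. Including unspliced UMIs turned the AP-1 and early response genes to 0.14, Amy1 to -0.25 and the RISC genes to -0.0072. Without droplets of high ambient share, Gnb1 turned to 0.024, Hba-a1 to 0.35, Hbb-bs to 0.11, the p53 genes to 0.093 and light damage k-mer cluster 1 to -0.035, and the last was -0.068 relative to the median gene. Light damage k-mer cluster 2 turned to 0.0070 without doublet removal. The mitochondrial genome's genes, between cluster 2-like and 1-like rods, turned to 0.024 with a limit of 5% on mitochondrial UMIs. Another 11 values, of 6 results whose main interval spans 0, changed sign and are counted above as moved or within counting error: Ago2, the integrated stress response and the mitochondrial genome's genes from cluster 4-like to 5-like rods, Jun from cluster 1-like to 3-like rods, Tgfb1 in RPE-like droplets and the p53 genes from cluster 1-like to 2-like rods. No direction is called for these 6. The cause was not tested for any of these.

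Some alternatives gave no value. No cluster was named 5-like with a minimum of 1000 UMIs, with a limit of 5% on mitochondrial UMIs, with UMIs and mitochondrial share regressed out or with the reported genes left out of the embedding. The split of rods on their unspliced share leaves cluster 5-like rods undefined and leaves the RPE-like droplets as they are. Microglia-like droplets were too few for a neighbour share under most alternatives, and Gngt1 in RPE-like droplets had no value after subtraction of free RNA. Depth limits the RPE comparison, where the interval of Tgfb2 spans 0, and the lists of few and low genes in cluster 5-like rods.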

Differences from the paper's values

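The paper's values are the average log2 fold changes of its Supplementary Table 1, computed with the FindMarkers function of Seurat, while those here are log2 ratios of summed UMIs. The inputs also differ, since the paper's supplement states that later steps used counts corrected by decontX, a correction not computed here. For Malat1, between cluster 5 and cluster 4, the paper gives 0.749 and the main setting here 0.89. None of the alternatives set before the data were examined closed the gap to within counting error. Their values ran from 0.37 to 0.99, on both sides of the paper's value, and the counting error leaves out the spread between droplets. For Cst3 the paper gives -7.89 against -1.94 here, and none of the alternatives set before the data were examined closed the gap, the nearest being -2.24 with the expected free RNA subtracted and the furthest -1.01 without droplets of high ambient share. For H3f3a the paper gives -2.20 against -1.64 here, and again none of these alternatives closed the gap, the nearest being -1.85 relative to the median gene and the furthest -0.67 without droplets of high ambient share.

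In the genes of the paper's table that were compared, the sign was the same for 99.2% of 1954 genes between cluster 2-like and 1-like rods, 93.2% of 1938 between cluster 4-like and 3-like rods and 99.3% of 1958 between cluster 5-like and 4-like rods. The table was used in part, with the first 1999 genes of each comparison.

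The paper states that cell types other than rods overlapped largely between control and light damage. Here the share of neighbours from the same library was 91.6% for Müller-like, 86.5% for microglia-like and 81.3% for cone-like droplets, next to 63.5% for cluster 1/2-like and 75.5% for cluster 3/4-like rods. For RPE-like droplets it was 75.8%, close to that of cluster 3/4-like rods. This embedding was not integrated, while the paper clustered on an scVI model with UMIs and mitochondrial share as covariates. Median UMIs, control first, were 2340 and 8101 in Müller-like, 2439 and 10613 in microglia-like and 2589 and 13590 in cone-like droplets. They were closer in cluster 1/2-like rods, at 2686 and 3142. Regressing out UMIs and mitochondrial share gave 57.1% over all rods and 74.0% for RPE-like droplets. The paper also states that apoptosis and stress response were induced in cluster 5. Here, against cluster 4-like rods, the medians of the hand-written lists were -0.32 for apoptosis, -0.04 for the integrated stress response and -0.55 for the AP-1 and early response genes. Including unspliced UMIs turned the latter lists to 0.48 and 0.14 and left apoptosis at -0.03. It describes enhanced p53 signaling between rod clusters 1 and 2, where the median of 6 p53 genes was 0.05 here, -0.12 relative to the median gene and 0.50 with unspliced UMIs included.

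The paper describes a continuous increase of light damage k-mer cluster 1 genes and a late decline of k-mer cluster 2 genes along the pseudotime. On the last step, from cluster 4-like to cluster 5-like rods, the median was 0.14 for k-mer cluster 1 and -0.03 for k-mer cluster 2. Relative to the median gene these were -0.07 and -0.24. In the raw droplets, the paper calls counts per cell very comparable between the conditions. In the droplets kept here the medians were 2848 and 4480 UMIs.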

Other observations

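The tests of the mitochondrial genome in the rod classes, of Jun in control rods and of sex as the cause of the response genes, in its set of 5 genes, were chosen after the result was seen.

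In both libraries, rods fell into a class with a low and a class with a high unspliced share, which were less sharply parted in the control library. A candidate explanation is that cluster 3-like and 4-like droplets hold nuclei with little cytoplasm, and cluster 1-like and 2-like droplets hold rods or fragments with more of it. It predicts less RNA of the mitochondrial genome, whose genes name no class, in cluster 3-like and 4-like rods of both libraries. The median log2 ratio of the 13 genes was -0.86 in control and -1.78 in light damage rods, and stayed under 0 in the alternatives, from -1.72 to -0.54 and from -2.65 to -1.40. Random lists of the same expression fell too, with medians of -0.54 and -0.51, and the 13 genes were at percentiles 12.2 and 0 of them. The control fall thus lay within the spread of random lists (-0.98 to 0.05), and only the light damage fall went beyond it. Less cytoplasm could lower other highly expressed genes as well, so these percentiles cannot decide for or against the explanation. That the classes are also states of living rods was not tested.

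The rise of light damage k-mer cluster 1 genes may follow the same step from cytoplasm-rich to nucleus-like droplets. It predicts that the genes rise in control rods too, and their median log2 ratio there was 88.5% of that in light damage rods. In the main setting the rise was larger in the light damage library for 64.8% of the genes, but 3 alternatives gave the larger median to the control library: 1.39 and 1.25 without droplets of high ambient share, 1.13 and 0.97 with unspliced UMIs included and 1.29 and 1.22 at a Leiden resolution of 2, control first. For Jun, a gene of this list, the log2 ratio on this step was 0.38 (-0.01 to 0.75) in control and 3.86 (3.72 to 4.00) in light damage rods, or -0.54 and 2.28 with unspliced UMIs included, which argues against the shared step as the cause of its rise. The list was also higher in the light damage library within each class, with medians of 0.33 between cluster 2-like and 1-like rods and 0.45 between cluster 4-like and 3-like rods. Relative to the median gene these were 0.17 and 0.36, and the latter comparison gave 0.21 at a Leiden resolution of 2. Light damage, sex and handling were not told apart for this difference between 2 libraries. Nor was cytoplasm content, as RNA of the mitochondrial genome was lower in cluster 4-like than in 3-like rods (median -0.98).

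Cluster 5-like droplets could hold less cytoplasm than cluster 4-like droplets. Their unspliced share was 5.15 percentage points higher, which fits that reading. However, with droplets of high ambient share left out and the classes rebuilt, the shares were 51.5% and 52.2%. Less cytoplasm alone would also lower the mitochondrial genome's RNA along with that of ribosomal proteins (median log2 ratio -1.04) and complex I. The 13 genes of the mitochondrial genome went both ways, with 6 higher and 7 lower and a median of -0.074, so no change of the set is called. For 12 of them, though, the interval lay above -0.60, which is 50% of the median log2 ratio of complex I genes (-1.19), and for none below it, which argues against less cytoplasm as the whole cause of that fall. A response of the rods to light damage was not tested apart from it.

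Stat3, Fos, Jun, Junb and Egr1 were higher in cluster 4-like than in cluster 3-like rods, and the sex of the mice differs between the libraries. If sex were the cause, cluster 3-like rods with Y-linked and without Xist or Tsix UMIs would reach the level of cluster 4-like rods. Y-linked UMIs went with the absence of Xist and Tsix there, as 36 of 107 droplets without Xist or Tsix (33.6%) held one, next to 34 of 621 droplets with either (5.48%). In the 36 droplets the summed CPM of the 5 genes was 311 (210.0 to 444), next to 131 (116 to 148) in the other cluster 3-like rods and 2829.8 in cluster 4-like rods. The tables argue against sex as the whole cause, while a smaller contribution, or a difference in handling between the pools, stays open. In cluster 1-like rods, where Y-linked UMIs were about as rare in droplets with as without Xist or Tsix, sex was not tested.

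Hemoglobin genes were among the largest ratios in cluster 4-like rods. RNA of red blood cells in a few droplets is a candidate explanation, and 1 of 2897 droplets, 0.0345%, held 2578 of the 2761 Hba-a1 UMIs. No biological explanation was tested.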
